# The Regulatory Roles of MicroRNA in Effects of 2,2'4,4'-Tetrabromodiphenyl Ether (BDE47) on the Transcriptome of Zebrafish Larvae

**DOI:** 10.1371/journal.pone.0169599

**Published:** 2017-01-10

**Authors:** Jing Zhao, Ting Xu, Daqiang Yin, Bo Zhang, Jianfeng Bai

## Abstract

The developmental neurotoxicity caused by environmental pollutants has received great concern; however, there were still barely known about the underlying toxic mechanisms, especially the influence of varieties of regulatory factors such as microRNA (miRNA). A representative flame retardant, 2,2′,4,4′-tetrabromodiphenyl ether (BDE47), was found to disrupt zebrafish development in visual perception and bone formation in previous study, thus here we investigated its effects on miRNA expression profiling of 6 days post fertilization (dpf) zebrafish larvae by deep sequencing. To overcome the shortage of zebrafish miRNA annotation, multiple data processing approaches, especially constructed network based on the interactions between miRNAs and enrichment terms, were adopted and helped us acquire several validated zebrafish miRNAs and two novel miRNAs in BDE47-induced effects, and identify corresponding biological processes of the miRNAs. Among them, miR-735 was supposed to play essential roles in larval sensory development according to analysis results. Our study also provided an effective strategy for analyzing biological effects on non-mammalian miRNAs with limited basic information.

## Introduction

MicroRNAs (miRNAs) are an abundant class of 21–24 nucleotide noncoding RNAs that function as negative regulators of posttranscriptional gene expression by slicing mRNAs or inhibiting the translation of mRNAs [1,2]. Since the first miRNA, lin4, was found in 1993 [3], the regulatory functions of miRNA were hoped to interpret the gene expression changes under intrinsic program or exogenous stimuli. At least 30% of genes are predicted to be regulated by miRNAs, and the impacts involved diverse biological processes of yeasts, protozoans, plants, and animals [4–6]. Notably, fundamental functional studies of animal miRNAs other than human and rodents were still relatively limited. This state caused inconvenience to miRNA studies on other species, and was in part contributed to that the interests in miRNA were mainly from research on human diseases, particularly cancer [7,8].

Development was another event which miRNA was deeply participated in. Accumulating evidences showed exposure to environmental pollutants disrupted normal developmental processes of wildlife. Taken rodent as example, prenatal and neonatal exposure to perfluorooctane sulfonate (PFOS) caused changes in miRNA expression profiles in developing rat brains, which could partly be responsible for persistent effects such as neurobehavioral dysfunctions [9]. Given that brain morphogenesis disruption by ethanol exposure resulted in abnormal neurobehavioral development in zebrafish larvae and juveniles, miRNAs were essential for the establishment of vertebrate neurobehavioral and skeletal systems (e.g., miR-9/9* and miR-153c) [10]. Such studies were similar to miRNA signatures/fingerprints in cancer research, however, they often stuck on statistical screening at the omics level, and hardly provided in-depth clues for potential functions of altered miRNAs.

Polybrominated diphenyl ethers (PBDEs), a class of brominated flame retardants, have been recognized as ubiquitous environmental pollutants primarily releasing from a wide variety of E-waste recycling sites [11,12]. Due to the high stability and lipophilicity, PBDEs could be highly accumulated in biota and therefore have posed serious ecological and health risks to the local environment and residents [13–15]. Our previous studies have associated motor hypoactivity of zebrafish larvae with some BDE47-responsive transcripts which were enriched in the processes of visual perception and bone development [16,17]. Then the regulatory factors behind gene expressions in toxic effects were the next focus we concerned.

Since deep sequencing provides a superior approach to microarray in high-throughput screening, miRNA-Seq was adopted to determine miRNA expression profiles of zebrafish larvae after a representative PBDE member, BDE47 exposure (low concentration exposure of 5 μg/L BDE47 and high concentration exposure of 500 μg/L BDE47, respectively). We designed multiple data analysis approaches to improve analysis results, for example, miRNA-mRNA negative correlation after target gene prediction for reducing false positives, miRNA-enrichment network for targeting miRNAs to their potential functions. Through the combination of these approaches, our study found BDE47 altered miRNA profiling of zebrafish larvae in response to transcriptomic changes, proposed several miRNAs including miR-735 and -301b relevant to BDE47-induced effects, and also identified two novel miRNAs which may exert their key functions. The strategy could be expected to apply in miRNA profiling analysis of wildlife facing various environmental risks.

## Results and Discussions

### Characterization of the miRNA profiling of zebrafish larvae

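Small RNA of whole zebrafish larvae was sequenced at 6 dpf (144 hpf) under 4 conditions, with 1 library per condition. These were a blank control, a vehicle control with 0.1% DMSO (the solvent in which BDE47 was given), 5 μg/L BDE47 and 500 μg/L BDE47, the last 2 also with 0.1% DMSO. With 1 library per condition, no difference between conditions has a replicate check, and each value below describes these libraries. The authors mapped the clean reads to zebrafish miRNAs of miRBase, counted them, and deposited a table of normalized counts for 245 zebrafish miRNAs. Each library's values were whole multiples of 1 number (100% of the values, with a largest distance from a whole read of 0.000388), so the reads behind each value could be read back. The listed miRNAs held 8858169 reads in the blank control, 10150872 in the vehicle control, 10357704 at 5 μg/L and 9295259 at 500 μg/L. The size factors by which the authors had divided the reads were 0.933, 1.09, 1.02 and 0.947 in the same order, and they equalled the median ratio of each library to the geometric mean of the libraries. The 10 most abundant miRNAs took between 72.0% and 74.3% of the listed reads of a library. Changes are given as log2 ratios of normalized counts after adding 1, over the 234 miRNAs with a mean of at least 10 normalized counts across the 4 libraries. The 95% intervals are exact Clopper-Pearson intervals from the reads of both libraries. They cover counting error only, since PCR copies are not independent molecules and larvae were not replicated. Reads of miRNAs with near-identical sequences, such as miR-142a and miR-142b or miR-301b and miR-301c, could be divided between entries by the mapping.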

The raw sequencing data are available at the Gene Expression Omnibus database (GSE84845). From Fig 1, although miRNA occupied only a small proportion of total RNA, the pre-treatment processes achieved preferable miRNA enrichment efficiencies to ensure the reliability of sequencing. The rates of mapping to zebrafish miRNA were all above 75%, and predicted miRNAs accounted for about 4–5%. Two BDE47-treated groups had a bit more unmapped clean reads than the control, which was a part of BDE47’s effects were unable to deal with at present. This phenomenon that still many novel miRNAs could not be mapped into validated zebrafish miRNAs or even any known genomes was primarily contributed to the deficiency of information in zebrafish miRNA database. For this reason, particular attentions should be required to balance the statistical accuracy and information sufficiency during our analysis.

**Fig 1:**
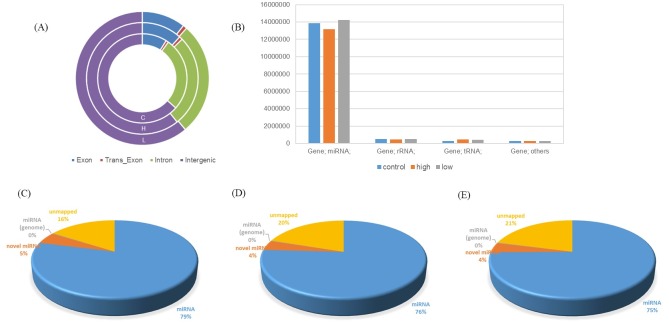
The quality information of sequencing. (A) The gene structure distributions. (B) The proportions of various type of RNAs. (C) Mapping status of vehicle control group. (D) Mapping status of 5 μg/L BDE47 group. (E) Mapping status of 500 μg/L BDE47 group.

### The significant effects of BDE47 on miRNA expressions

Totally more than 3,000 of validated and predicted miRNAs had a *p*-value less than 0.05, in which 28 of them passed the additional criteria of FC > 2 and FDR < 0.05. 

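Of the 234 zebrafish miRNAs compared here, 21 differed more than 2-fold between the 500 μg/L BDE47 library and the vehicle control library, with 3 higher and 18 lower. At 5 μg/L, 7 miRNAs differed more than 2-fold from the vehicle control, all of them lower. Together the libraries of both concentrations gave 23 such miRNAs. The blank control library, which received no BDE47, had 3 miRNAs more than 2-fold below the vehicle control and 0 above it. A fold threshold of 1.5 raised these counts to 49, 36 and 31. At 2-fold against the blank control, 2 miRNAs differed at 500 μg/L and 0 at 5 μg/L. A two-sided Fisher's exact test on the reads of each miRNA, with Benjamini-Hochberg adjustment over the 234 miRNAs, placed 185 under 0.05 for 500 μg/L against the vehicle control, 161 for 5 μg/L and 170 for the blank control. That test compares libraries, not conditions, and at this depth it separated even the 2 control libraries at 72.6% of the miRNAs. The test in EBSeq that the paper used, and the predicted miRNAs it covered, were not analysed here.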

Considering the reliability of predicted miRNAs for subsequent analysis, those successfully mapped to known mammalian genomes with remarkable expression were taken into account. According to this criteria, only two predicted miRNAs were regarded as differentially expressed, which were mapped to rodent rno-miR-33-5p and mmu-miR-6240 respectively. 

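The deposited table listed 9 entries for the zebrafish miRNAs that the paper reports as altered by BDE47. Entries for miR-144, miR-190a, miR-219, miR-301b and miR-735 carried no arm, and miR-735 had a single entry. At 500 μg/L BDE47, 7 of these were more than 2-fold lower than in the vehicle control, with log2 ratios from -1.87 to -1.47. The lowest was miR-459-5p, which went from 18088 to 4955 normalized counts (interval of the log2 ratio -1.91 to -1.82). miR-219 had a log2 ratio of -1.77 (-1.844 to -1.703), miR-301b of -1.73, miR-142b-5p of -1.83 (-2.081 to -1.598), miR-144 of -1.68 (-1.94 to -1.44) and miR-190a of -1.63 (-1.84 to -1.42). The most loosely counted was miR-142a-3p, with 66 reads at 500 μg/L against 212 in the vehicle control and a log2 ratio of -1.47 (-1.901 to -1.075). The rise of miR-735 gave a log2 ratio of 3.26 (3.01 to 3.54). At 5 μg/L, the same 7 miRNAs had log2 ratios from -1.63 for miR-144 to -0.80 for miR-142a-3p, and all 7 were lower at 500 μg/L than at 5 μg/L, for miR-144 by less than counting error. In the blank control, these 7 and miR-146a were also lower than in the vehicle control, with log2 ratios from -1.19 to -0.60. With the blank control in place of the vehicle control, the 7 had log2 ratios at 500 μg/L from -1.27 to -0.43, and 1 of them, miR-459-5p, remained more than 2-fold lower. miR-735 then had a log2 ratio of 3.01. The predicted miRNAs miR-33-5p and miR-6240 were not analysed here. From fold changes and false discovery rates against the control, the paper arrives at its list of downregulated and upregulated miRNAs.

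**Figure D1:**
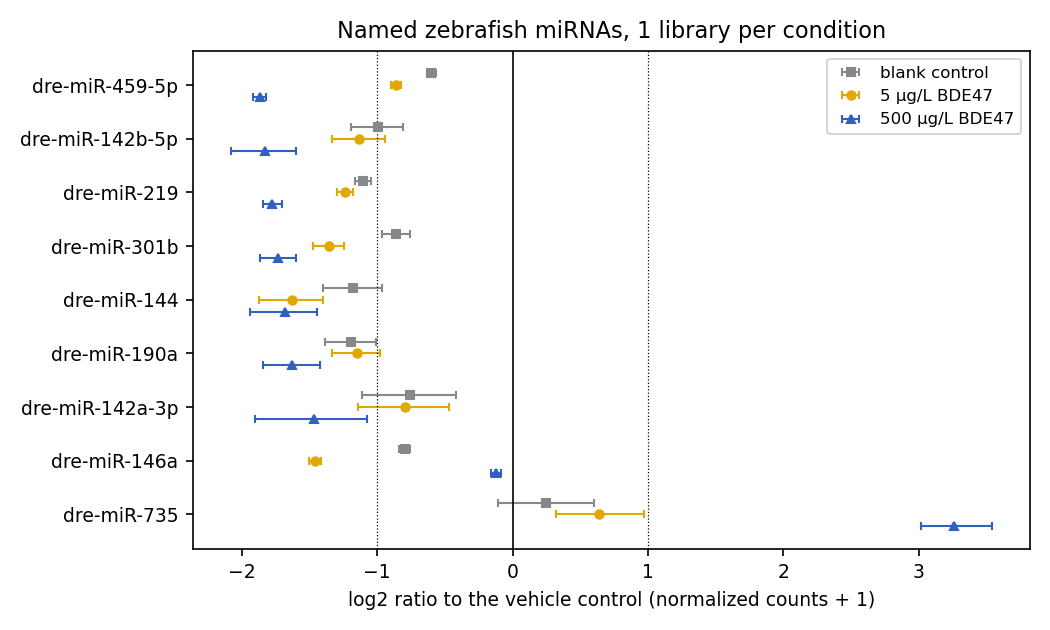
Log2 ratio of normalized counts plus 1 to the vehicle control (horizontal axis) for the 9 listed zebrafish miRNAs (vertical axis) in the blank control, 5 μg/L and 500 μg/L BDE47 libraries, 1 library each. Bars are exact 95% counting intervals, the solid line is no change and the dotted lines are 2-fold; at 500 μg/L, 7 miRNAs lie between -1.87 and -1.47, miR-146a lies near 0 and miR-735 at 3.26.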

Totally, the final results included 9 downregulated miRNAs (dre-miR-142a-3p, dre-miR-142b-5p, dre-miR-144-3p, dre-miR-146a, dre-miR-190a, dre-miR-219-5p, dre-miR-301b-3p, dre-miR-459-5p and rno-miR-33-5p) and 3 upregulated miRNAs (dre-miR-735-3p, dre-miR-735-5p and mmu-miR-6240). Among them, dre-miR-146a only altered in low-concentration BDE47-treated larvae. 

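miR-146a had 13344 normalized counts in the vehicle control, 4854 at 5 μg/L BDE47 and 12267 at 500 μg/L. Its log2 ratio to the vehicle control was -1.46 at 5 μg/L (95% counting interval -1.51 to -1.41) and -0.12 at 500 μg/L (-0.16 to -0.09). The blank control held 7689 normalized counts, a log2 ratio of -0.80 to the vehicle control, so the level at 500 μg/L lay between the levels of the control libraries and that at 5 μg/L lay below both. Against the blank control, the log2 ratio was -0.66 at 5 μg/L and 0.67 at 500 μg/L.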

Their expression changes and predicted target gene amounts were shown as Fig 2. 

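Across the 234 miRNAs, the median absolute log2 ratio to the vehicle control was 0.29 at 500 μg/L BDE47 (95% interval 0.23 to 0.34, from resampling miRNA families) and 0.19 at 5 μg/L (0.17 to 0.24). It was 0.19 (0.16 to 0.21) between the blank and vehicle control libraries, which contained no BDE47. The interval at 5 μg/L overlapped that between the controls, while the interval at 500 μg/L lay above it. These intervals cover variation across miRNAs within 1 pair of libraries and leave out differences between libraries. They therefore cannot show that the 500 μg/L condition exceeds the difference between controls, and all 3 medians share the vehicle control. A share of 79.1% of the miRNAs stayed within 1.5-fold of the vehicle control at 500 μg/L, 84.6% at 5 μg/L and 86.8% in the blank control. At 500 μg/L, the 5th percentile of the log2 ratios was -1.16 and the 95th was 0.57. Against the blank control, the medians were 0.18 at 500 μg/L and 0.14 at 5 μg/L. The mRNA measurements that the paper sets these changes against were not analysed here.

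**Figure D2:**
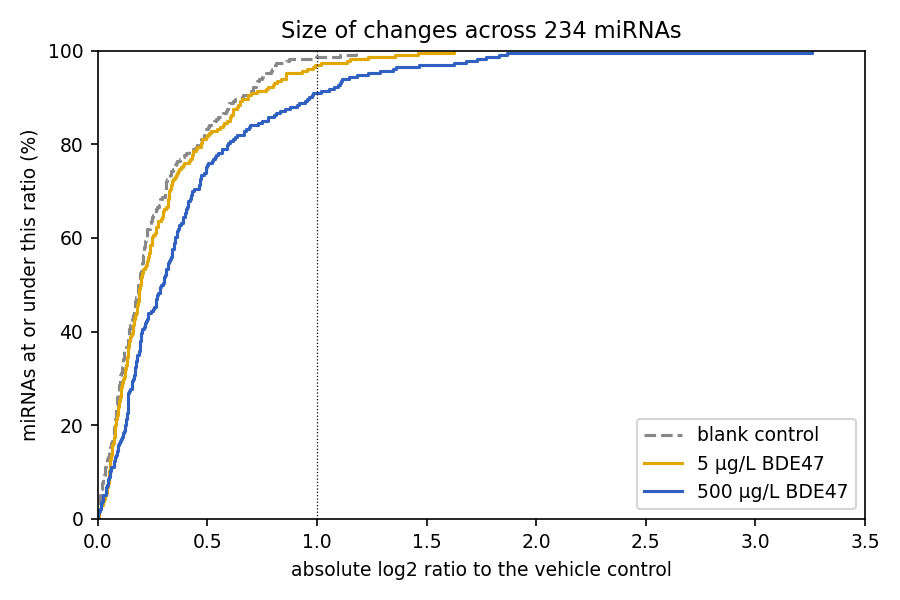
Percent of the 234 miRNAs (vertical axis) at or under each absolute log2 ratio to the vehicle control (horizontal axis), for the blank control, 5 μg/L and 500 μg/L BDE47 libraries. The dotted line marks a 2-fold change, which 3, 7 and 21 miRNAs exceed; the curves of the blank control and 5 μg/L run close together, with that of 500 μg/L to their right.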

The FCs of miRNAs were generally small under different BDE47 concentrations unlike the results of RNA-Seq [17], suggesting miRNAs possibly had a smoother expression change than mRNAs. Furthermore, miRNA tended to exert their functions while high concentration of BDE47 exposure, although the reasons still remained uncovered.

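More miRNAs lay farther from the vehicle control at 500 μg/L BDE47 than at 5 μg/L, namely 152 of 234 (65.0%). Of the 7 miRNAs more than 2-fold lower at 5 μg/L, 5 (71.4%) were also more than 2-fold lower at 500 μg/L. In simulated libraries with no change that shared a control, 22.3% were (95% range 0 to 50%) with equal noise in each library. With noise fitted to each library, 43.8% were (0 to 100%), a range that excludes no outcome. The fitted noise was larger in the vehicle control (SD 0.39) and at 500 μg/L (0.39) than at 5 μg/L (0.13) or in the blank control (0.071). With 1 library per condition, such noise cannot be separated from a response to BDE47. The equal noise was also set from these libraries, so neither simulation is free of such a response. Between the 500 μg/L and 5 μg/L libraries themselves, 4 miRNAs differed more than 2-fold, with a median absolute log2 ratio of 0.16. The responses to both concentrations shared the vehicle control and had a rank correlation of 0.74 across miRNAs, which are not independent replicates, where the simulations gave 0.48 (95% range 0.38 to 0.58) with equal noise and 0.64 (0.55 to 0.71) with fitted noise. With a control library of its own for each concentration, the rank correlation was 0.22 for 5 μg/L against the blank control with 500 μg/L against the vehicle control (family resampling interval 0.04 to 0.41). With the control libraries exchanged, it was 0.39 (0.23 to 0.52).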

**Fig 2:**
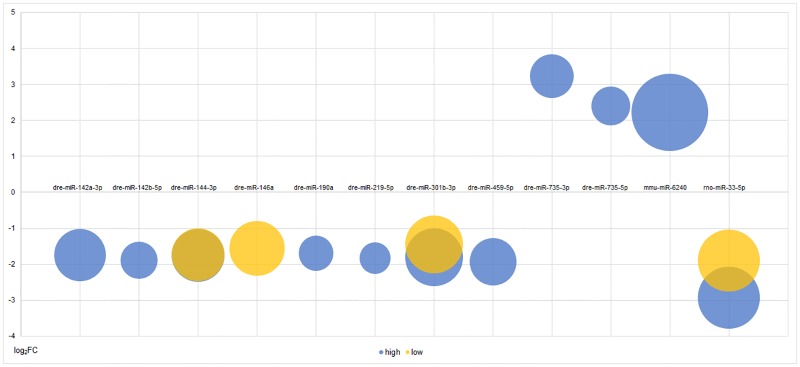
The fold changes and predicted target gene amounts of differentially expressed miRNAs under BDE47 treatments. The locations of bubble centers indicated fold changes of the miRNAs, and the sizes of bubbles indicated predicted target gene amounts. Blue: high concentration exposure; yellow: low concentration exposure.

To validate the deep sequencing data, we used RT-PCR to assay the expression levels of five selected zebrafish miRNAs: miR-735-3p, -301b-3p, -142b-5p, -459-5p and putative zebrafish miR-33-5p. For predicted zebrafish miR-33, PCR could also confirm its actual existence in zebrafish. 

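In the sequencing libraries, miR-735 had 125 normalized counts in the vehicle control, 194 at 5 μg/L BDE47 and 1202 at 500 μg/L. These were 1.56 times (95% counting interval 1.25 to 1.95) and 9.65 times (8.07 to 11.6) the vehicle control, from 136, 199 and 1139 reads. miR-301b was at 0.390 of the vehicle control at 5 μg/L (0.360 to 0.422) and at 0.301 at 500 μg/L (0.275 to 0.330). miR-142b-5p was at 0.454 (0.397 to 0.519) and 0.280 (0.236 to 0.330), and miR-459-5p at 0.551 (0.538 to 0.565) and 0.274 (0.265 to 0.283). In the blank control, miR-301b was at 0.552 of the vehicle control, miR-142b-5p at 0.500, miR-459-5p at 0.660 and miR-735 at 1.19 (0.930 to 1.52). The RT-PCR measurements and miR-33-5p were not analysed here.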

The results showed that expression variations of miRNAs by RT-PCR analysis were generally consistent with the sequencing (Fig 3).

**Fig 3:**
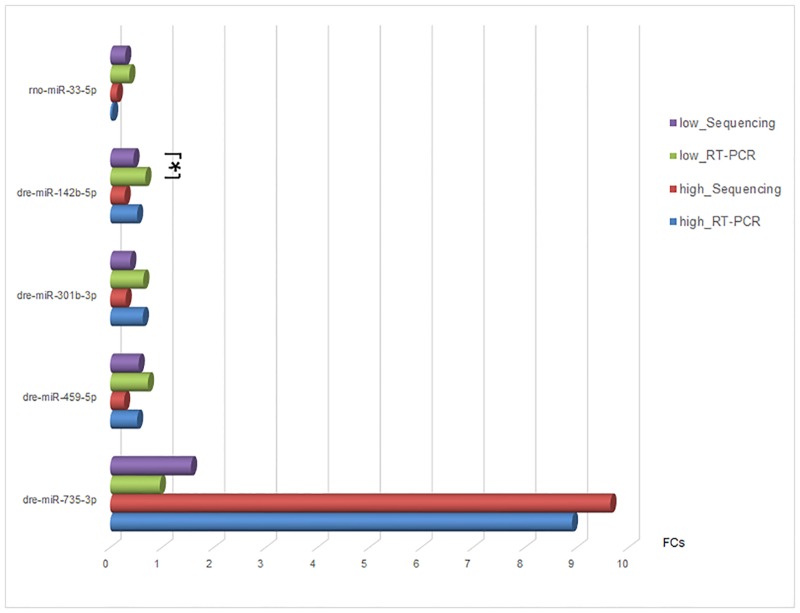
The quantitative miRNA expressions using sequencing and RT-PCR. The asterisk indicated only for dre-miR-142b-5p in low concentration BDE47 treatment, the result of statistical significance by RT-PCR determination was inconsistent with miRNA sequencing.

### The miRNA-involving biological functions affected by BDE47

Because the biological roles of miRNAs must be achieved by their target genes, the required step before functional enrichment analysis of miRNA-Seq was inevitably target gene prediction. Our strategy here was combing miRanda prediction algorithm with miRNA-mRNA negative correlation. The miRanda prediction algorithm of target genes usually obtained more outputs than other common algorithms, like TargetScan and PicTar, while with higher FDR [18]. Compared with the estimation that one single human miRNA regulates ~200 human genes [19], the amounts of predicted target genes per miRNA in Fig 2 were averagely ~800, which suggested there were abundant false positives in prediction results. Consequently, miRNA-mRNA negative correlation was employed to reduce false positives obtained from miRanda. The negative correlation is actually intersecting predicted target genes of differentially expressed miRNAs and the differentially expressed mRNAs with opposite direction [20]. The transcriptomic data (GSE59968) were from our RNA-Seq of zebrafish larvae by the same treatment conditions. After negative correlation, the magnitudes of target genes were effectively controlled (Fig 4) and suitable for using in subsequent enrichment analysis.

**Fig 4:**
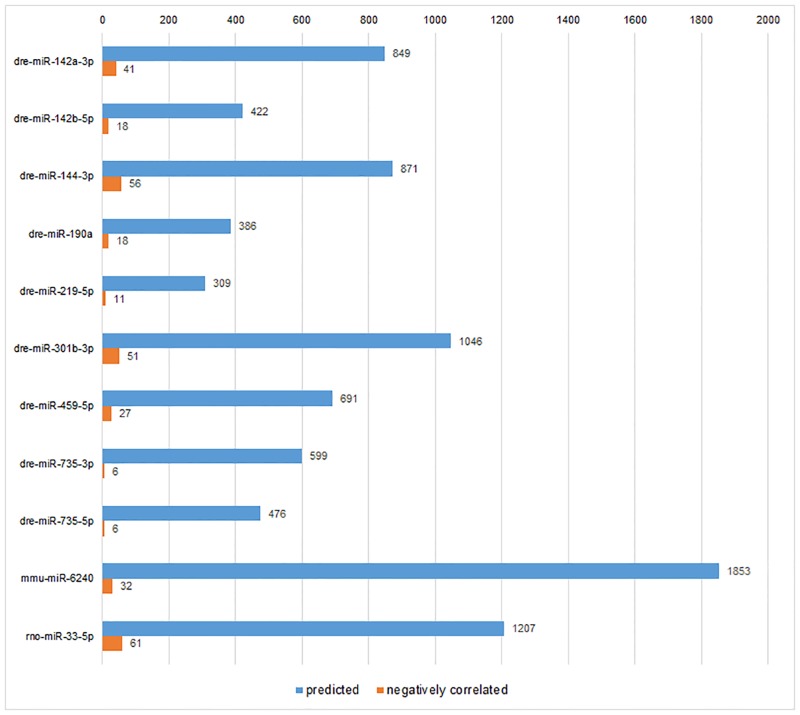
The comparison of numbers of predicted and negatively-correlated target genes in the group of high concentration of BDE47.

We performed functional enrichment analysis of the genes based on three domains: biological process (BP), molecular function (MF) and cellular component (CC) of the GO definition, as well as KEGG pathway definition. The list of the most significant terms (regardless of upregulation and downregulation) were shown in Fig 5. In high concentration of BDE47 group, the affected BP terms with high -log_2_*p* value and enrichment included sensory organ development, monocarboxylic acid transport, and collagen catabolic process. The results of enrichment analysis were similar with those in RNA-Seq [17], reflecting the involvement of miRNAs in these processes. The most outstanding characteristic in CC domain was several collagen trimer-related terms. Because of the relative simple structures, KEGG pathway analysis acquired fewer significantly differential terms. In addition, low concentration of BDE47 exposure had quite limited impacts on larvae.

**Fig 5:**
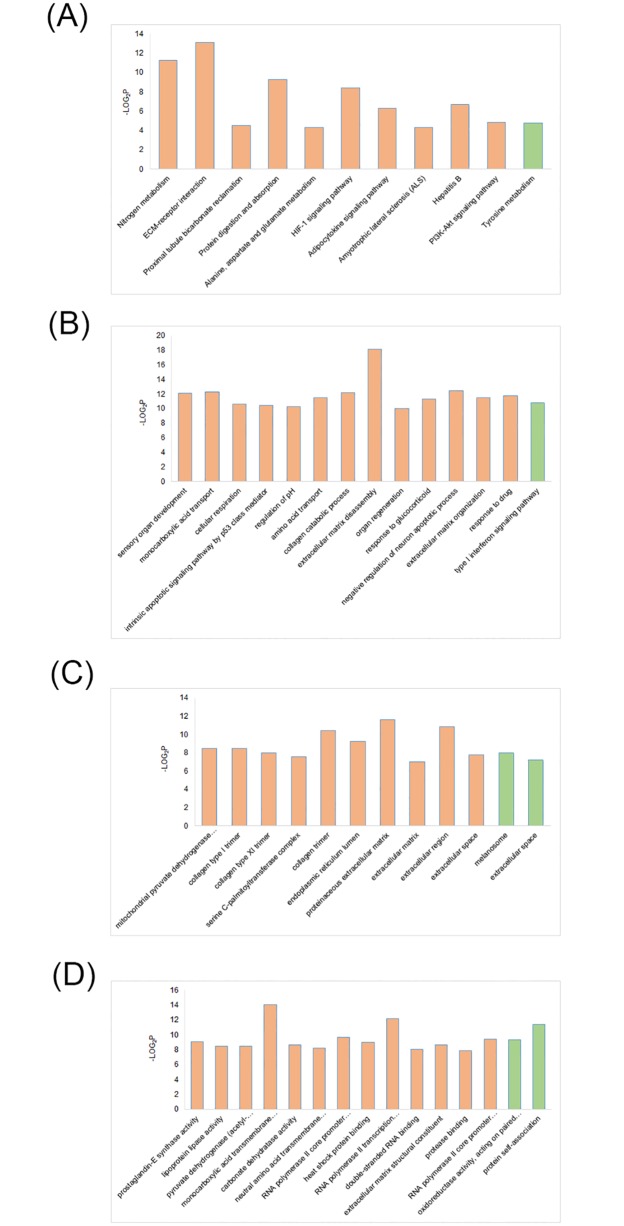
The most significantly altered enriched terms based on GO definitions and KEGG pathway definitions. (A) KEGG pathway terms. (B) GO BP terms. (C) GO CC terms. (D) GO MF terms. Yellow columns: significant in high concentration group; green columns: significant in high concentration group.

### The construction of miRNA-enrichment term network

miRNA target network which connected pivotal miRNAs and mRNAs based on their regulative relations (S1 Fig) was a common tool for data visualization in miRNA profiling analysis. Whereas such type of network was frequently challenged due to hardly explicitly reflect which specific biological functions the changed miRNAs could possibly exert influence on. Meanwhile, massive unenriched mRNAs often led to poor visualization of network. We therefore constructed miRNA-enrichment term interaction networks to overcome the above disadvantages. Fig 6 selected BP terms as samples, and networks based on other definitions could be seen in S2 and S3 Figs. In present networks, the relevance between miRNA and biological functions was represented by the “score” value (the size of edge between miRNA and enrichment term in Fig 6), and the value referred to the numbers of target genes from one single miRNA. The outputs of different networks could be slightly influenced by their different term definitions. In general, dre-miR-301b, -142a, -144, and rno-miR-33, were highly focused in network of downregulated miRNAs, while dre-miR-735 and mmu-miR-6240 were in network of upregulated miRNAs. Fig 6 also revealed the potential roles of upregulated miRNAs in BDE47-induced phenotypes.

**Fig 6:**
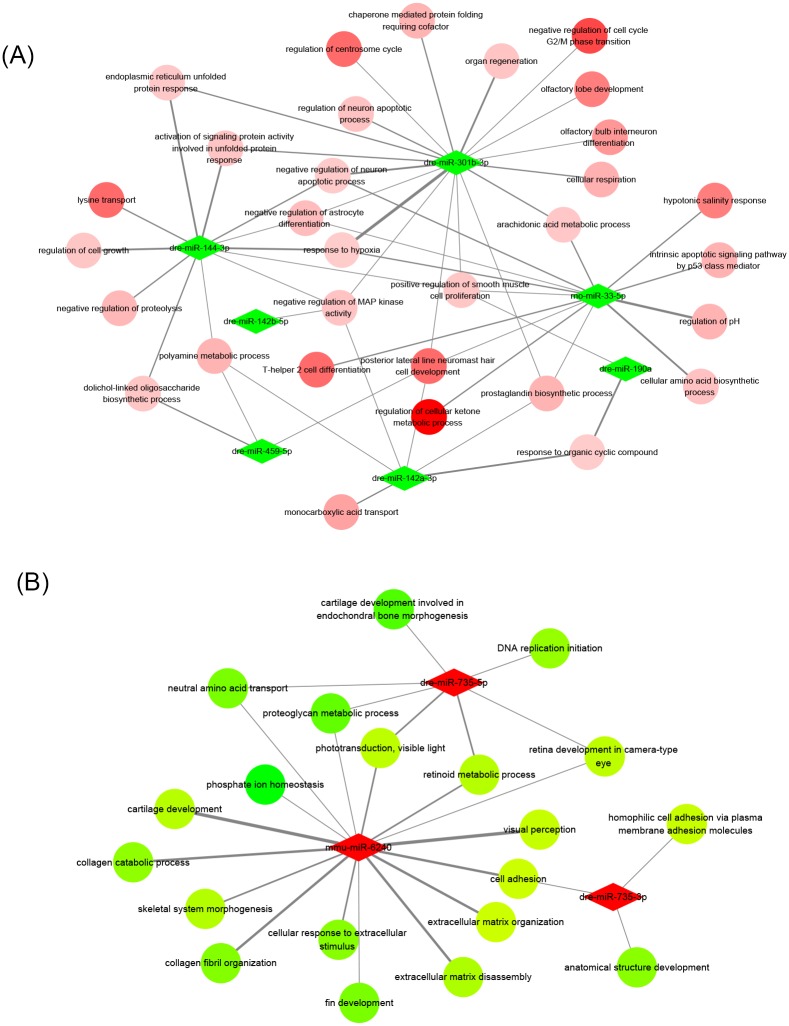
The miRNA-BP term network of BDE47-induced biological effects. (A) downregulated miRNAs. (B) upregulated miRNAs. Green: downregulated; red: upregulated. The color depths of circular nodes indicated the enrichment values of BP terms by functional enrichment analysis. The widths of edges indicated the gene numbers in BP terms regulated by source miRNAs.

### Potential critical roles of miRNAs in BDE47-related toxicity

Our constructed networks helped us to identify several candidate miRNAs in the biological effects induced by BDE47. 

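miR-735 showed the largest rise of the 234 miRNAs at 500 μg/L BDE47, whichever control library it was set against. The next largest log2 ratio was 1.11 against the vehicle control and 0.85 against the blank control. Its abundance was low, with a rank of 217 among the 234 miRNAs in the vehicle control, at 0.00134% of the listed reads, and a rank of 159 at 500 μg/L, at 0.0123%. The 5 μg/L library lay above the blank control by a log2 ratio of 0.39, and the blank control above the vehicle control by 0.25, which counting error alone allows. The RefSeq annotation of the GRCz12tu assembly gives dre-mir-735 as a synonym of rny2, a gene of the miRNA class there whose symbol is that of a Y RNA.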

In upregulated miRNAs, non-conservative Dicer-independent miR-735 was especially worth noting, which mostly accumulated in central nervous system although its distribution was known throughout the whole body of zebrafish [21]. Significant expression changes of miR-735 were also found in ethanol- and PFOS-exposed zebrafish larvae [22,23], reflecting this expression change was somehow universal. The functions of miR-735 could not be interpreted previously due to the lack of information. Here we addressed its potential characters in zebrafish neural and sensory development, which probably served as an indicator of pollutants exposure.

Unlike upregulated, downregulated miRNAs had more amounts and relatively even expression changes. One of them, miR-301b, belonged to miR-130 family, which was regarded as an oncogene and abnormally expressed in lung, breast and many other cancers [24–26]. 

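Against the vehicle control, the 18 miRNAs more than 2-fold lower at 500 μg/L BDE47 had log2 ratios from -1.87 to -1.02 (SD 0.29 across miRNAs), while the 3 higher ones ran from 1.05 to 3.26. The 7 lower miRNAs of the paper's list had an SD of 0.14. The other 11 lower miRNAs were outside that list, as were miR-129-3p and miR-132-3p among the higher ones, which are named here after their values were seen. All 18 were also lower in the blank control than in the vehicle control, with a median log2 ratio of -0.67 there and of -1.32 at 500 μg/L. The comparisons share the vehicle control. In simulated libraries with no change but equal independent noise, 87.3% of such miRNAs were lower in both (95% range 63.6 to 100%). With noise fitted to each library, 96.2% were (80 to 100%). Both noise settings were taken from these libraries, so they hold any response to BDE47.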

MiR-301 also regulated the expression of key proteins involved in cholesterol homeostasis and blood lipid levels [27], consistent with what was indicated in S3 Fig. Although the research realm of miR-142a centered on cardiovascular and immune system [28,29], evidences suggested its renal-associated actions [30]. In addition, miR-142a was major constituent of mitochondrion-enriched miRNAs in response to nerve tissue injury [31]. The functions of downregulated miRNAs from our analysis were more uncertain than upregulated ones, and further investigation and validation were needed.

Finally, we identified two novel miRNAs, which were mapped into rodent miRNAs rno-miR-33-5p and mmu-miR-6240, and established their importance in BDE47’s toxicity by functional analysis. The existed information about mmu-miR-6240 was still inadequate, and it was estimated to exert functions in zebrafish neural and skeletal development based on our analysis, however its expression amounts were far less than miR-735. The utmost concern about miR-33 was its ability to regulate cellular cholesterol transport and maintain plasma HDL levels [32], which highly related with the physiological role of miR-301b. In our results, its potential functions in metabolism, neuron apoptosis, and stress response were identified.

A growing consensus is that the analysis of miRNA and various other regulatory factors in gene expression events should be integrated with their target genes [33]. The integration also aggravated the dependence on annotation integrity because even for those non-mammalian model organisms like zebrafish, they have quite incomplete miRNA database. On the other side, genes were unable to indicate actual biological effects unless they were functionally enriched. Considering miRNA-mRNA network and functional enrichment were commonly separated in current protocols, we hoped to construct a direct association between miRNAs and functional enrichment terms. By means of our analysis strategy, miR-735 was proposed to be main contributor participating in BDE47-induced effects of larval neural and sensory development.

The toxicity of PBDEs has been a research focus of ecotoxicology for many years. Following their disruption to animal thyroid hormones and neurobehavioral development, the representative BDE47 was found to impair visual perception and bone morphology. This study emphasized the regulatory roles of miRNAs corresponding to existed transcriptomic analysis of BDE47 [17]. The disruption of BDE47 on larval neural, sensory, and bone development was proved to be facilitated by several miRNAs, and the evidences of PBDEs’ effects on lipid metabolism of early zebrafish larvae began to emerge. Organisms seemed to have some common biological responses to pollutants, particularly in their early lives.

## Materials and Methods

### Chemicals and zebrafish exposure

BDE47 (purity > 99%) was purchased from Accustandard, Inc. (NewHaven, CT). Adult Wild-type Tuebingen zebrafish (*Danio rerio*) maintenance and embryo exposure were carried out according to our published protocols [16,17]. Briefly, 5–6 hpf normal embryos that reached the gastrula stage were selected by microscope and distributed randomly into 6-well plates. These embryos were exposed until 144 hpf. Each well contained about 50 embryos and 5 ml of BDE47 (0, 5, 500 μg/L, respectively) containing 0.1% DMSO (Amresco, Solon, OH). The concentration range was consistent with our previous study [17] for the convenience of quoting transcriptomic data. During the exposure period, the exposure solutions were renewed half daily. One replicate was used for deep sequencing and three replicates were used for RT-PCR.

### Ethics statement

The experimental protocols used in this study were approved by the Animal Ethics Committee of Tongji University.

### miRNA library construction and sequencing

Total RNA was extracted from 40–50 larvae by Trizol reagent (Invitrogen, Carlsbad, CA). The RNA quality was checked by Bioanalyzer 2200 (Aligent, Santa Clara, CA) and kept at -80°C. miRNAs were purified by miRNeasy Mini Kit (Qiagen, Germany) from RNAs with RIN > 8.0. The cDNA libraries for single-end sequencing were prepared using Truseq^™^ Small RNA sample prep Kit (Illumina, San Diego, CA) according to the manufacturer’s instructions. 1 μg small RNA was connected to add 3’ and 5’ adaptors and then enriched by PCR. Size selection was applied to obtain the 145–160 bp library sequence. TBS-380 Picogreen (Invitrogen, Carlsbad, CA) was introduced to quantify the library concentration. The sequencing was performed on Hiseq2000 platform (Illumina, San Diego, CA).

### miRNA mapping and novel miRNA prediction

The reads filtering towards the raw reads after sequencing were applied to achieve the clean data following the criteria: i) 30% base quality < 20, ii) read length < 17 bp, and iii) adaptor sequence. The clean data were mapped to zebrafish miRNA database (miRBase v21.0), and zebrafish genome (Zv10 assembly) to discover novel miRNAs using miRDeep algorithm [34]. The remaining reads were sequentially mapped to the rat, mouse, and human miRNA database (miRBase v21.0) for novel miRNA supplement. Burrows-Wheeler Aligner mapping software was utilized to achieve the novel miRNA expression.

### miRNA differential expression and target gene prediction

EB-Seq package [35] was employed to discover the differentially expressed miRNAs based on their counts with the *p*-value and false discovery rate (FDR) analysis under the following criteria: i) Fold Change > 2 or < 0.5, and ii) *p*-value < 0.05, FDR < 0.05. We applied the Miranda target analysis to predict the miRNA target on zebrafish mRNA. To discover the potential miRNA target in this research, we filtered out the miRNA target without the negative correlation analysis between the mRNA and miRNA. The mRNA-Seq data used in negative correlation was from our previous study [17], and the detailed remapping methods could be seen in S1 Text.

### Functional enrichment analysis

Gene ontology (GO) analysis was performed to facilitate elucidating the biological implications of unique genes in the significant or representative profiles of the differentially expressed gene in the experiment. We downloaded the GO annotations from NCBI (http://www.ncbi.nlm.nih.gov/), UniProt (http://www.uniprot.org/) and the Gene Ontology (http://www.geneontology.org/). Fisher’s exact test was applied to identify the significant GO categories and FDR was used to correct the *p*-values. Pathway analysis was adopted to find out the significant pathway of the differential genes according to KEGG database. We also used Fisher’s exact test to select the significant pathway, and the threshold of significance was defined by *p*-value and FDR, separately. All kinds of miRNA target networks were illustrated using Cytoscape 3.4.0.

### Real-time PCR validation

The quantitative expressions of larval miRNA were validated using Real-time PCR (RT-PCR) with All-in-One^™^ miRNA qRT-PCR Detection Kit (GeneCopoeia, Rockville, MD) according to the manufacturer's protocol. In brief, 2 μg of total RNA was reverse-transcribed to cDNA before RT-PCR. PCR were performed on an ABI Prism 7500 (Applied Biosystems, Foster City, CA) with the following program: 95°C for 10 min, and 35 cycles of 10 s at 95°C, 20 s at 60°C, and 30 s at 72°C. Human U6 snRNA was used as endogenous reference [9] and relative expression changes were calculated using the 2^-ΔΔCt^ method.

## Supporting Information

S1 Fig miRNA target network in BDE47-induced biological effects. miRNAs with their target genes based on sequence complementary. (A) downregulated miRNAs with upregulated target genes. (B) upregulated miRNAs with downregulated target genes.
(TIF) Click here for additional data file.

S2 Fig The miRNA-CC term network of BDE47-induced biological effects. (A) downregulated miRNAs. (B) upregulated miRNAs. Green: downregulated; red: upregulated. The color depths of circular nodes indicated the enrichment values of CC terms by functional enrichment analysis. The widths of edges indicated the gene numbers in CC terms regulated by source miRNAs.
(TIF) Click here for additional data file.

S3 Fig The miRNA-pathway term network of BDE47-induced biological effects. (A) downregulated miRNAs. (B) upregulated miRNAs. Green: downregulated; red: upregulated. The color depths of circular nodes indicated the enrichment values of pathway terms by functional enrichment analysis. The widths of edges indicated the gene numbers in pathway terms regulated by source miRNAs.
(TIF) Click here for additional data file.

S1 Text Supplementary Methods: The remapping of RNA-Seq data (GSE59968). (PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

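Small RNA libraries of whole zebrafish larvae at 6 dpf were compared, 1 library for each of a blank control, a vehicle control (0.1% DMSO), 5 μg/L BDE47 and 500 μg/L BDE47. The conditions were taken from the sample labels and the paper, and each value column was matched to its library by its label.

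The authors prepared the libraries with a small RNA kit, selected them by size, filtered the reads by quality, length and adaptor sequence, and mapped them to zebrafish miRNAs of miRBase. The deposited values are a signal, namely read counts that the authors had divided by 1 size factor per library. This was found from the values: 100% of them were whole multiples of 1 number per library, and the inverse of that number equalled the library's median ratio to the geometric mean over the miRNAs present in all 4 libraries. Such scaling assumes that most miRNAs do not change. The table lists 245 zebrafish miRNAs, so reads of other RNAs, of predicted miRNAs and of miRNAs outside the table do not enter any value. How reads that map to several similar miRNAs were counted was not found in the paper's text.

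From these values, log2 ratios between libraries were computed after adding 1, which understates the changes of low miRNAs, over the 234 miRNAs with a mean of at least 10 normalized counts across the 4 libraries. The 11 miRNAs left out held 35 reads in the vehicle control. A change was counted when it exceeded 2-fold. The vehicle control was the control library, after the paper, and the blank control showed how far libraries without BDE47 differ. A change was taken as larger than the difference between the controls when it exceeded 2-fold with the same sign against both. The listed reads per library, between 8858169 and 10357704, set the counting error, which was given as exact Clopper-Pearson 95% intervals. These leave out differences between larvae, RNA preparations and libraries, which 1 library per condition cannot show. Fisher's exact test on the reads, two-sided with Benjamini-Hochberg adjustment, compares libraries and not conditions. No p-value was computed across miRNAs.

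Medians and correlations across miRNAs were given intervals from 2000 resamplings of miRNA families, where a family is the miRNAs with the same number in their names. Lists of miRNAs were described by the percentile of their median among 10000 random lists of the same size matched on mean level. The 7 lists (blood cells, nervous system, sensory organs, muscle, cartilage and bone, digestive organs, and surface epithelium) were written before the data were examined, as were the comparisons, the alternatives and the rule for naming miRNAs. By that rule, the text names every miRNA that the paper names, up to 5 rises and 5 falls beyond 2-fold against both controls, and the 3 largest differences between the controls. Libraries with no change were simulated 1000 times to give the correlation that a shared control produces. They had counting error alone or independent noise per library, either equal or fitted to the variances of the 6 library pairs. Both noise settings came from these libraries and so hold any response to BDE47. The RefSeq gene table of the GRCz12tu assembly was used only for names and for which miRNA genes neighbour each other. Of 202 miRNAs without regard to arm, 199 matched a gene there.

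The calculations were tested on simulated data with counting error alone, in which 40 of 234 miRNAs changed 3-fold in 1 library. All 40 were recovered, 0 unchanged miRNAs were called, and 96.2% of the intervals held the true ratio. Other differences between libraries were not simulated there, so these rates check the code and do not carry over to the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

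The alternatives tried were pseudocounts of 0.1 and 10, no filter and a mean of at least 100, median-of-ratios scaling over the filtered miRNAs, scaling to the total of listed reads, zebrafish miRNAs alone, the blank control or the mean of both controls, a fold threshold of 1.5, and an exchange of the controls. The predicted miRNAs miR-33-5p and miR-6240, the RT-PCR data, the mRNA data, target prediction, enrichment and networks were not analysed here.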

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

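The tests in this part were chosen after the results were seen, except the correlation with separate controls, which was set before the data were examined.

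The blank control is a library that the paper does not report on. It differed more than 2-fold from the vehicle control at 3 miRNAs (miR-190a, miR-144 and miR-219), all lower and all in the paper's list of downregulated miRNAs, with a median absolute log2 ratio of 0.19 over 234 miRNAs. All 18 miRNAs more than 2-fold lower at 500 μg/L BDE47 than in the vehicle control were lower in the blank control too, against 56.0% of all miRNAs. Counting error is argued against, since at most 3 miRNAs fell more than 2-fold in any of 1000 simulations of counting alone. A control library shared by both comparisons can give such a pattern. The median change of the 18 in the blank control was 0.507 of that at 500 μg/L. Unchanged libraries with independent noise gave 0.512 (95% range 0.176 to 0.859). That noise was set to an SD of 0.41 per library on the log2 scale, from the spread between the 500 μg/L and vehicle control libraries. With noise fitted to each library instead, the fraction was 0.500 (0.273 to 0.727). Equal noise gives a fraction near this whatever its size, and both noise settings were taken from these libraries. They hold any response to BDE47, so the match is not separate evidence for a shared control. Equal noise would also put about as many miRNAs beyond 2-fold between the controls as at 500 μg/L, where 3 and 21 were found. The observed fraction was 0.321 for miR-459-5p and 0.0755 for miR-735. An effect of DMSO on its own is argued against, because the 5 μg/L library also had DMSO and its median log2 ratio for the 18 against the blank control was -0.16, not above 0. This takes the blank control to be without DMSO, which its label does not state. With the same DMSO in both controls, DMSO would not set them apart.

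For these 18 miRNAs as a set, 1 narrow case is argued against. In it, the vehicle control library alone departs and the other libraries differ by counting error only. All 18 were lower at 500 μg/L than in the blank control too, with log2 ratios from -1.27 (miR-459-5p) to -0.20 (miR-34b). The counting intervals of miR-133b-5p, miR-2185-3p and miR-34b reached 0. The vehicle control and 500 μg/L libraries both entered the choice of these miRNAs, which favours low values at 500 μg/L whatever their cause. A departure of both libraries, or of the 500 μg/L library, therefore cannot be told apart from a response to BDE47. In the 5 μg/L and blank control libraries, which did not enter their choice, 13 of 18 were lower at 5 μg/L. The median of -0.16 lay at percentile 1.77 of random lists, but its family resampling interval (-0.36 to 0.003) reached 0. That comparison therefore cannot tell whether the vehicle control library explains the 18. Across all 234 miRNAs, the vehicle control library as the whole cause is argued against, because the responses to both concentrations stayed correlated with separate controls (0.22, interval 0.04 to 0.41, and 0.39 with the controls exchanged). A batch of library preparation is not given, so it stays open, as does a biological response to BDE47, of which a second library per condition would be a test. The paper reports RT-PCR on replicate samples for miR-301b-3p, miR-142b-5p and miR-459-5p, and describes a general match to its sequencing. Its exception was the significance of miR-142b-5p at the low concentration. Those measurements bear on this question and were not analysed here.

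The libraries also held 13 miRNAs beyond 2-fold at 500 μg/L that the paper does not name, 11 lower and 2 higher (miR-129-3p and miR-132-3p). None of the 13 passed 2-fold against the blank control. With the vehicle control alone, they carry the same open explanations as the 18 lower miRNAs.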

How the results depend on the processing

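With the blank control in place of the vehicle control, the count beyond 2-fold went from 21 to 2 at 500 μg/L and from 7 to 0 at 5 μg/L, and the median absolute log2 ratio from 0.29 to 0.18 and from 0.19 to 0.14. With the mean of both controls, the counts were 12 and 2, and the median at 5 μg/L was 0.15. miR-146a at 500 μg/L then changed sign, from a log2 ratio of -0.12 to 0.67 (blank control) and 0.22 (mean of both), and miR-190a at 5 μg/L went from -1.15 to 0.039 with the blank control. The values of the blank control itself, lower than the vehicle control for these miRNAs, show where these shifts come from.

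A fold threshold of 1.5 gave 49 miRNAs at 500 μg/L, 36 at 5 μg/L and 31 in the blank control, since a lower threshold passes more. Scaling to the total of listed reads moved the median log2 ratio of all miRNAs by -0.12 at 5 μg/L and by -0.08 at 500 μg/L, and gave 11 miRNAs beyond 2-fold at 5 μg/L, all lower. It changed the sign of the muscle list at 500 μg/L, from 0.030 to -0.046. Without the filter, the blank control had 7 miRNAs beyond 2-fold, because miRNAs of a few reads entered. The rank correlation of the arms, -0.042, was 0.018 with a pseudocount of 10, 0.22 with a mean of at least 100 (24 hairpins) and 0.12 with the blank control, all within its resampling interval of -0.43 to 0.34; the cause of these shifts was not tested.

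The pseudocounts, filters and scalings not named here left the counts within 1.5 times (18 to 23 at 500 μg/L) and the medians and the correlation of the concentrations within their intervals. In each of 6 settings of pseudocount, filter and scaling, 1 miRNA rose more than 2-fold at 500 μg/L against both controls. In 5 of the 6, 1 miRNA fell against both, and without the filter 2 did. Of 108 alternative values for the miRNAs the paper names, 72 stayed within counting error, 33 moved with the same sign, 27 of these by a change of control, and 3 changed sign. Of 49 alternative values for the tissue lists, 48 stayed within their resampling intervals with the same sign. Restricting to zebrafish miRNAs and taking the median of ratios over the filtered miRNAs changed nothing, because the table lists zebrafish miRNAs alone and was already scaled that way.

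The level of miR-735 against miR-6240, set as a comparison before the data were examined, gave no value, since miR-6240 was not analysed here. Depth limits miR-142a-3p most among the named miRNAs, with 66 reads at 500 μg/L. No paired analysis was possible because each condition has 1 library.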

Differences from the paper's values

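Log2 ratios were set beside the paper's with a reading error of 0.1, since both come from the same libraries. For miR-142a-3p at 500 μg/L BDE47, the log2 ratio to the vehicle control was -1.47, and the paper's value is about -1.8 in Fig. 2, read by eye. None of the alternatives set before the data were examined closed the gap, the nearest being -1.48 with a pseudocount of 0.1. For miR-144, the log2 ratio was -1.68 at 500 μg/L and -1.63 at 5 μg/L, and the paper's values are about -1.8 and about -1.8 in Fig. 2, read by eye. Scaling to the total of listed reads (-1.71) fell within the reading error at 500 μg/L and came nearest at 5 μg/L without reaching it, and the other alternatives did not close either gap.

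For miR-146a at 5 μg/L BDE47, the log2 ratio to the vehicle control was -1.46, and the paper's value is about -1.6 in Fig. 2, read by eye. Of the alternatives set before the data were examined, scaling to the total of listed reads (-1.58) fell within the reading error of 0.1, while the pseudocounts, the median of ratios and the other controls did not.

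For miR-735-5p at 500 μg/L, the single miR-735 entry had a log2 ratio of 3.26, and the paper's value is about 2.4 in Fig. 2, read by eye. None of the alternatives set before the data were examined closed the gap, the nearest being 3.01 with the blank control. The entry carries no arm, and the paper shows miR-735-3p separately at about 3.2 in Fig. 2.

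Fig. 1B shows about 14000000 miRNA reads for the vehicle control, about 14000000 at 5 μg/L and about 13000000 at 500 μg/L. The listed miRNAs here held 10150872, 10357704 and 9295259 reads, and these are the reads behind every value above.

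Fig. 2 places miR-144, miR-146a and miR-301b alone among the listed zebrafish miRNAs at the low concentration. Here miR-142b-5p (-1.14), miR-190a (-1.15), miR-219 (-1.23) and miR-101b (-1.02, named after its value was seen) were also more than 2-fold lower than the vehicle control at 5 μg/L. At 500 μg/L, 13 zebrafish miRNAs beyond 2-fold are outside the paper's list. The paper also required a false discovery rate from EBSeq, which was not computed here.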

Other observations

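The tests in this part were chosen after the results were seen, except the correlation of the arms, the lists of tissue miRNAs and the correlation with separate controls, which were set before the data were examined. miRNAs that neither the paper nor the lists name were singled out after their values were seen. GC content was not tested, since miRNA sequences were not used here.

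The 5p and 3p arms of a miRNA are cut from the same precursor. Across the 32 hairpins with both arms past the filter, the rank correlation of their changes at 500 μg/L against the vehicle control was -0.042 (family resampling interval -0.43 to 0.34), while arms simulated to change together gave 0.93 (0.83 to 0.98) with counting error alone. They gave 0.81 (0.68 to 0.91) when each arm was also given differences as large as those between the 5 μg/L and blank control libraries (SD 0.23, against 0.60 at 500 μg/L). Larger noise of the vehicle control or 500 μg/L library itself, particular to each arm, would lower this further and stays open. miR-30e-5p, at 114119 normalized counts in the vehicle control, had a log2 ratio of -1.34 and miR-30e-3p of 0.08. In 7 hairpins 1 arm was more than 2-fold lower, and in 1 hairpin, miR-142a, both arms were. The other arm of the 7 had a median log2 ratio of 0.08 (lowest -0.81, highest 0.39). Several of these hairpins rest on few reads in the vehicle control and at 500 μg/L. Among the lower arms, miR-133b-5p had 34 and 12 reads and miR-2185-3p 16 and 6, the latter with an interval of -2.85 to 0.22. Among the other arms, miR-1788-5p had 14 and 16 reads and miR-18b-3p 20 and 23. Changed amounts of the precursors as the main source of the difference between these libraries are argued against under that noise. The exception among the comparisons was 500 μg/L against 5 μg/L, where the arms correlated at 0.42 (0.03 to 0.74).

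In the 54 pairs of adjacent miRNA genes with different numbers in their names, the median difference between neighbours' log2 ratios at 500 μg/L was 0.43 (0.31 to 0.57 on resampling pairs), at percentile 41.4 of random pairs. Neighbours that changed together, with differences as large as those between the 5 μg/L and blank control libraries, would give 0.21 (0.15 to 0.28). miR-144 had a log2 ratio of -1.68 beside 0.67 for its neighbour miR-451. Changed amounts of shared primary transcripts remain open, because it was not established which adjacent genes share a transcript, and larger noise of the vehicle control or 500 μg/L library would hide agreement.

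The 145 pairs with the same number in their names differed by a median of 0.31, at percentile 0.5 of random pairs, and at percentile 5.13 for the blank control against the vehicle control. The number is a stand-in for a family, since sequences were not used here, and it misses relations such as that of miR-301b to the miR-130 family, which the paper gives. A candidate explanation is sequence-dependent capture or counting of the mature miRNAs. It cannot be told apart from a change in the stability of mature miRNAs by sequence, from reads shared between similar miRNAs, or from shared regulation, because each predicts the same.

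miR-735 stood apart from this pattern. Counting error is argued against by the lower bound of its log2 ratio of 3.01, and the vehicle control library by its log2 ratio of 3.01 against the blank control. From these values, whether the rise belongs to BDE47 or to the 500 μg/L library alone cannot be told apart with 1 library. The 5 μg/L library was 0.39 above the blank control. The paper reports RT-PCR of miR-735-3p on replicate samples and describes a general match to its sequencing. That bears on this question and was not analysed here. A biological response to the high concentration stays open, as a hypothesis. So does the origin of the reads, since the RefSeq annotation of GRCz12tu gives dre-mir-735 as a synonym of rny2, which bears the symbol of a Y RNA. Whether these reads are fragments of a Y RNA was not tested.

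Of the 7 tissue lists in 4 comparisons each, those of digestive organs, blood cells and nervous system were lower at 500 μg/L against both controls. Of these, only the digestive list left the range of random lists at 500 μg/L, and only against the blank control. Its 9 members had a median log2 ratio of -0.39 against the vehicle control (percentile 5.07, within the random lists' range of -0.47 to 0.27). Against the blank control, their median was -0.35 (percentile 0.65, below the random lists' lower limit of -0.23), with 0 of 9 higher. None of the 9 is in another list, and 1 (miR-459-5p) was picked by the paper. Without it, the medians were -0.37 and -0.33. miR-192, the most abundant, had 1682191 normalized counts in the vehicle control, 1510011 in the blank control, 1789781 at 5 μg/L and 1186374 at 500 μg/L. Counting error is argued against, since 8 members had intervals below 0 against both controls. The vehicle control library is argued against by the median of -0.35 against the blank control. With scaling to the listed total, the median against the vehicle control was -0.46, so its sign did not rest on the authors' scaling. Such scaling moves all miRNAs of a library nearly alike, so it could not change the list's place among random lists. Members of a family or of neighbouring genes, such as miR-194a and miR-194b, are not independent, and the random lists do not account for this. At 5 μg/L the list had a median of 0.089, so a change in the share or the miRNAs of digestive organs at the high concentration may be present, and it cannot be told apart from a departure of the 500 μg/L library alone.

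The other lists had these median log2 ratios at 500 μg/L against the vehicle control: blood cells -0.43 (percentile 15.4), nervous system -0.16 (percentile 23.2), cartilage and bone 0.12 (percentile 52.3), sensory organs 0.16 (percentile 56.4), muscle 0.03 (percentile 65.7) and surface epithelium 0.20 (percentile 96.7). The blood cell list held 4 miRNAs picked by the paper among its 10 and was lower in the blank control than in the vehicle control (-0.69, percentile 0.13), and at 5 μg/L than in the vehicle control (-0.80, percentile 0.18). Without those 4, its median against the vehicle control was 0.06 in the blank control, -0.25 at 5 μg/L (percentile 39.2) and 0.15 at 500 μg/L. At 500 μg/L against the blank control, the list had a median of -0.11 (percentile 43.2). Without those 4 it was 0.33 (percentile 99.1, above the random lists' upper limit of 0.23), with 4 of the remaining 6 higher. No rise is concluded from this, because those 4 were picked for being lower in these same libraries. The random lists were matched on size and level and had no such members taken out. The sensory and bone lists, tissues that the paper connects with BDE47, lay within the range of random lists. The paper makes that connection through enrichment of target genes and its earlier mRNA data, so levels of these miRNAs do not test it.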
